A study of Mus musculus with 8 samples. Its data were reported in "RNA m5C oxidation by TET2 regulates chromatin state and leukaemogenesis" (2024).

How the data were processed

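The study measured RNA bound by MBD5 and MBD6 with crosslinking and immunoprecipitation followed by sequencing (CLIP-seq) in mouse embryonic stem cells. The cells stably overexpressed the human coding sequence of either protein with a Flag tag. Per the labels, the characteristics of the CLIP samples give a Flag antibody, but the extraction protocol of all samples gives an MBD6 antibody. The study's methods for this experiment give the Flag antibody. The series holds 8 samples, in 4 groups of 2: Flag-MBD5 CLIP, Flag-MBD6 CLIP and a digested input for each. The 4 CLIP samples have peak lists, which were analysed here. The 4 input samples were not used here as samples of their own. Per the labels, the immunoprecipitates and inputs were digested with RNase T1, which cleaves RNA after G, were size-selected on a gel and were made into small RNA libraries.

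Per the study's methods, the authors clipped and quality-filtered the reads, collapsed identical reads, removed ribosomal RNA reads, aligned the rest without splicing to the mouse genome build mm10 with bowtie, split them by strand and called peaks on each strand with MACS2. Reads with many matches in the genome were dropped at alignment. Reads were extended to 150 bp and the genome size was set to 130000000 bp. MACS2 kept a limited number of reads at the same position. The authors kept peaks with q under 0.01 for each library. The deposited score of a peak is 10 times its −log10 q as a whole number. The deposited fold enrichment is a ratio of the signal at the summit to the local background, with a fixed value added to both. At a low background it therefore rises with the depth of the library. The deposited −log10 p and −log10 q are MACS2's values for the peak. The deposited summit is another column, which gives a position in bases from the start of the peak.

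The peak lists hold no read totals. The number of reads at each summit and the background rate were therefore solved from the deposited fold enrichment and −log10 p of each peak, as the whole number of reads and the Poisson rate that give both values. All peaks of the 4 libraries had such a solution (100% in each), against at most 2.75% of 400 peaks per library whose p values had been shuffled. The lowest rate on each strand, times the genome size over the extension, gave the number of reads that MACS2 used after the authors' handling of duplicates. These totals are estimates from the peak lists and not counts of sequenced fragments. Between 56.7% and 63.5% of the background rates above the lowest one lay on a regular grid, against 4% by chance, as a scaled control library would give.

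Peaks were compared on the same strand, and an overlap of 1 bp or more counted as shared. Reproducible regions were the merged peaks found in both libraries of a protein, the rule of the study's methods. The null for overlaps came from 10000 placements in which each peak moved by up to 50 kb either way, with a one-sided test for more overlap. The Jaccard index is the bases covered by both libraries over the bases covered by either. Peaks were assigned to 6 classes by their midpoint with the GENCODE annotation of release M21, on the same build as the peaks, in the order of protein-coding exon, non-coding exon, intron and intergenic. Genes were those whose body held the midpoint of a reproducible region, with 10000 random gene sets matched on gene length in 20 bins. The exact permutation tests over libraries that had been planned for differences between the proteins are not reported, since each protein was counted as 1 sample. Under the alternatives such a difference counted as moved when it left its 95% counting interval or, for the Jaccard index, changed by more than 1 SD of the 4 pairs of different proteins. Intervals are 95% Wilson intervals and cover counting error only.

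Sequence around the 5′ end of each peak was read from the GENCODE transcript sequences, over a window of 30 nt. Random positions came from the same transcripts, and matched random positions also had the same transcript region and the same bases on both sides of the 5′ end. The planned share of masked repeats, GC and CpG in the genomic sequence of whole peaks, with its alternatives, was not run, since no genome sequence was used here. CpG was computed in the transcript windows only. The comparison of replicates with sampling noise, the depth-scaled calling of peaks and the sequence comparisons were added after the peak lists had been seen.

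The sites named in the text were fixed by a rule: for each protein, the 5 reproducible regions with the best mean rank of the deposited fold enrichment in its libraries, and the 5 best by mean rank among sites found in all 4 libraries. A list of 13 genes was looked up whatever their values. These rules, the tests and 17 alternatives were chosen before the data were examined, and 2 alternatives were added later. The alternatives covered the q threshold, a fold minimum of 4, equal numbers of peaks, chromosomes, a reciprocal overlap of 50%, strand, other nulls, the target set, the position used for classes, a block by replicate number and leaving out each library.

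The computations were tested on simulated data. A simulated share of 60% overlap among 2000 peaks was recovered as 60%. Over 60 pairs of random lists the overlap differed from its null by a mean of 0.0247 percentage points, with a standard error of 0.0269. Summit reads were recovered for 100% of 992 simulated peaks, and a simulated Poisson pair of 700 sites gave a chi-square per degree of freedom of 1.02. That pair left out the collapsing and limiting of identical reads and the choice of sites, so it tests the formula only. Python 3.11.15, numpy 2.4.6, pandas 2.3.3, scipy 1.17.1 and matplotlib 3.10.9 were used.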

Results

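Peaks of Flag-tagged MBD5 and MBD6 on RNA were compared in mouse embryonic stem cells, with 2 CLIP libraries per protein. The study set the RNA targets of both proteins side by side, and the comparisons below ask how many peaks each protein had, how far they coincided and where in transcripts they lay. The study's methods and the characteristics of the 4 CLIP libraries name a Flag antibody, while the extraction protocol in the labels names an antibody against MBD6. The peak lists of the 4 libraries held 29555 peaks in total. The estimated number of reads behind them was 478790 and 500143 in the Flag-MBD5 libraries and 983918 and 1111742 in the Flag-MBD6 libraries, so the Flag-MBD6 libraries were 2.14 times as deep. The median number of reads at a summit was 16 in each Flag-MBD5 library and 20 and 21 in the Flag-MBD6 libraries.

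The replicates of each protein differed by less than sampling noise. At 685 sites the chi-square per degree of freedom between the Flag-MBD5 libraries was 0.495, and at 277 sites it was 0.413 between the Flag-MBD6 libraries, where independent Poisson sampling gives 1. These sites had at least 60 summit reads in both libraries of the other protein. Of 698 and 278 sites so selected, 13 and 1 were missing and left out. The values therefore cover only sites with a peak in both replicates. The 4 pairs of libraries from different proteins gave 3.73 to 4.38 at 469 sites with a mean of at least 60 summit reads. Each protein was therefore treated as 1 sample, and both library values are given without an error. No test over libraries is reported for differences between the proteins. The spread between replicates is not an estimate of biological variation. Collapsing and limiting identical reads may change the values of both kinds of pair, which was not tested.

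The Flag-MBD5 libraries had 5362 and 5388 peaks and the Flag-MBD6 libraries 9218 and 9587. The ratio of the means was 1.75. The alternative that moved this ratio most, the same number of peaks from each library, sets it to 1 by construction. Depth and protein cannot be separated in this comparison, since both Flag-MBD6 libraries were deeper than both Flag-MBD5 libraries. The median peak width was 164 and 165 bp in the Flag-MBD5 libraries and 167 bp in each Flag-MBD6 library, with a minimum of 150 bp, the length to which reads were extended. The median fold enrichment was 10.4 and 10.5 for Flag-MBD5 and 10.9 and 11.1 for Flag-MBD6. Fold enrichment rises with depth at a low background, so these medians do not compare the proteins at equal depth.

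**Figure D1:**
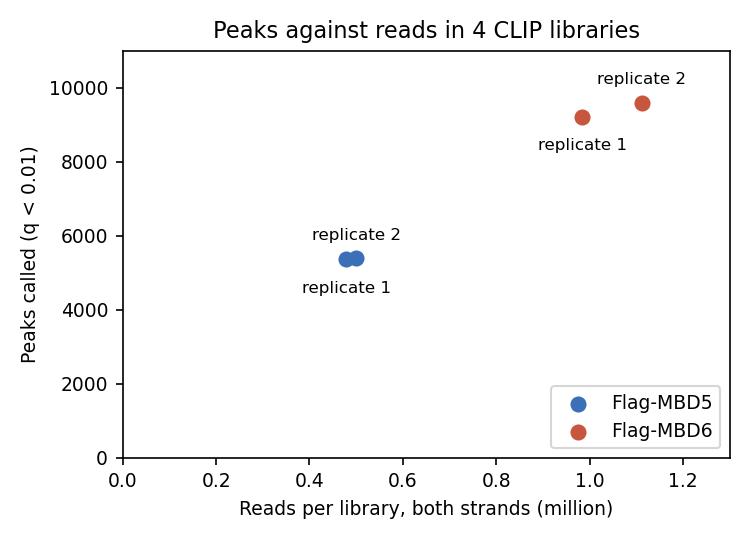
Number of peaks with q under 0.01 (vertical axis) against the estimated number of reads (horizontal axis), with 1 point per CLIP library. The Flag-MBD6 libraries, with 9218 and 9587 peaks, lie above the Flag-MBD5 libraries in both peaks and reads.

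Peaks coincided between replicates far more often than in shifted lists. Of the peaks of the first Flag-MBD5 library, 75.5% overlapped a peak of the second, and 74.9% did so the other way, against a null of 1.66%. For Flag-MBD6 the shares were 81.9% and 78.6%, against a null of 1.80%. Both tests gave p = 1e-04, the smallest that 10000 permutations can give. The alternative that moved these nulls most was random placement in exons of the same gene, chosen after seeing the data, which gave 21.0% for Flag-MBD5 and a slightly lower share for Flag-MBD6.

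The reproducible regions numbered 4019 for MBD5 and 7484 for MBD6. Of the MBD5 regions, 3618 overlapped an MBD6 region, which is 90.0% (95% Wilson interval 89.1% to 90.9%), against a null of 2.19%. Of the MBD6 regions, 3567 overlapped an MBD5 region, which is 47.7% (46.5% to 48.8%), against a null of 1.17%. Both permutation tests gave p = 1e-04, the smallest they can give. The alternative that moved the MBD5 share most, the same number of peaks from each library, gave 75.6%, and the MBD6 share was then 66.4%. Counting a region as shared with a peak of either single library of the other protein moved the MBD6 share most, to 66.7%, and raised the MBD5 share to 96.2%. With random exonic placement in the same gene the nulls were 26.5% and 14.2%. The MBD5 regions without an MBD6 region numbered 401, and the MBD6 regions without an MBD5 region numbered 3917.

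At the level of genes, 2232 held an MBD5 region and 3784 held an MBD6 region. Of the MBD5 genes, 2118 also held an MBD6 region, which is 94.9% (95% Wilson interval 93.9% to 95.7%), against 11.2% in random gene sets of matched length (permutation p = 1e-04, the smallest possible). The random sets were drawn from all annotated genes and were not matched on expression. The same 2118 genes were 56.0% of the MBD6 genes. Equal numbers of peaks moved the share of MBD5 genes most, to 83.7%.

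The overlap of covered bases, as the Jaccard index, was higher within a protein than between proteins. The Jaccard index was 0.587 between the Flag-MBD5 libraries and 0.649 between the Flag-MBD6 libraries, and it ranged from 0.427 to 0.444 over the 4 pairs of different proteins. The mean difference was 0.182, which was not tested. It sets libraries of different proteins against replicates that differed by less than sampling noise. The index also cannot exceed the smaller number of covered bases over the larger. Flag-MBD5 peaks covered 1063300 and 1077231 bases, and Flag-MBD6 peaks 1857639 and 1942931. These numbers alone held the index between proteins below both values within a protein. Equal numbers of peaks moved the mean difference most, to 0.139. At the 3566 sites found in all 4 libraries, the log2 difference in summit reads between the proteins correlated across sites at r = 0.726 between the replicates of the same number and at 0.712 with the numbers crossed. Sites are not independent replicates, and depth differed with the protein, so this correlation does not measure binding alone.

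By their midpoint, most peaks lay in coding sequence. Reads with many matches in the genome had been dropped and repeats were not compared, so the class shares do not measure binding to repeat RNA. Its share was 53.5% and 52.8% in the Flag-MBD5 libraries and 53.7% and 53.6% in the Flag-MBD6 libraries. Introns held 21.9% and 23.2% of Flag-MBD5 peaks and 24.1% in each Flag-MBD6 library, and exons of non-coding transcripts held 15.5% and 15.4%, against 13.8% and 14.1%. The mean shares of 3′ UTRs were 4.27% and 3.93%, of intergenic sequence 3.65% and 3.26% and of 5′ UTRs 0.930% and 1.05% for Flag-MBD5 and Flag-MBD6. The differences between proteins ranged from −1.50 percentage points for non-coding exons to 1.59 points for introns and were not tested against variation between samples. Equal numbers of peaks moved the coding-sequence difference most, to 3.08 points. The intron difference was 0.958 points without the first Flag-MBD5 library and 2.23 points without the second. The coding-sequence difference of 0.511 points was 0.881 and 0.140 points in the same fits, so single Flag-MBD5 libraries decide the size of these differences. The direction of the difference changed for coding sequence when the summit was used and for introns when equal numbers of peaks were taken.

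The position within the peak moved the class shares themselves much more. At 15 nt from the 5′ end, a position chosen after seeing the data, coding sequence held a mean of 77.2% of Flag-MBD5 peaks and 78.2% of Flag-MBD6 peaks, and introns held 1.12% and 2.71%. Exons of any kind held 96.7% and 96.3% of Flag-MBD5 peaks and 95.1% and 95.0% of Flag-MBD6 peaks there, against 74.5%, 73.1%, 72.6% and 72.7% at the midpoint.

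**Figure D2:**
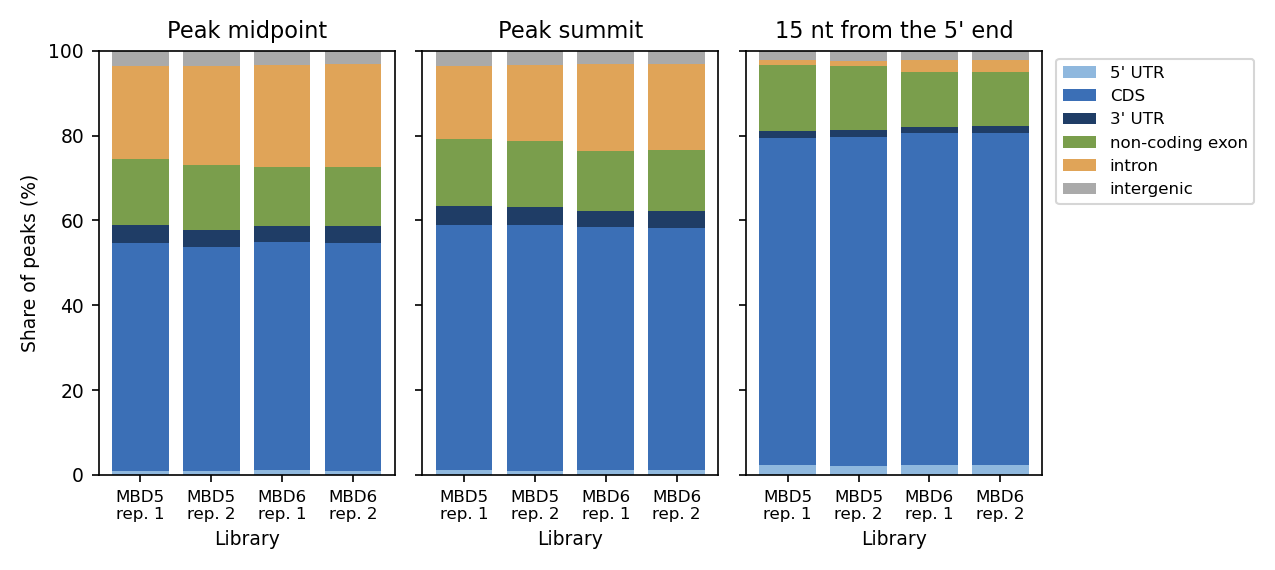
Share of peaks in percent (vertical axis) in each annotation class for the 4 CLIP libraries (horizontal axis), by the peak midpoint, the summit and the position 15 nt from the 5′ end. The mean intron share of Flag-MBD5 is 22.5% at the midpoint and 1.12% near the 5′ end.

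Among 5′ ends on protein-coding transcripts, 95.4% to 95.7% per library lay in coding sequence, against 62.3% to 64.6% of random positions on the same transcripts. The 3′ UTR held 1.94% to 2.14%, against 29.2% to 31.5% of random positions. The base before the 5′ end was G in 81.2% and 80.3% of Flag-MBD5 peaks and in 72.5% and 71.9% of Flag-MBD6 peaks, against 24.9% to 25.9% at random positions. It was C in 13.7% and 14.5% of Flag-MBD5 peaks and in 20.8% and 22.0% of Flag-MBD6 peaks. The first 30 nt held 36.5% to 38.1% A, against 27.2% to 27.8% in random windows, and 15.5% to 15.8% U, against 23.4% to 24.0%. Their C content was 20.3% to 22.0%, below the 23.0% to 23.6% of random windows. The observed over expected frequency of CpG in these transcript windows was 0.597 and 0.590 for Flag-MBD5 and 0.567 and 0.563 for Flag-MBD6, against 0.449 to 0.466 at matched random positions.

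**Figure D3:**
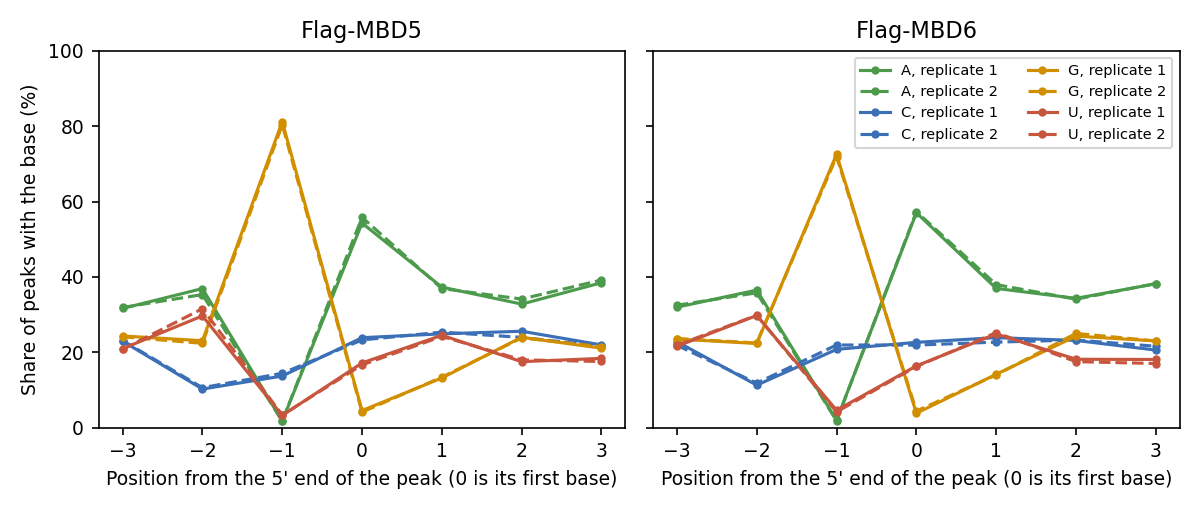
Share of peaks in percent with each base (vertical axis) by position from the first base of the peak (horizontal axis), for both replicates of each protein. G precedes the first base in 71.9% to 81.2% of peaks.

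The site with the best mean rank of fold enrichment in Flag-MBD6, which tied with a Sptbn1 site for the best in Flag-MBD5 at a mean rank of 2.5, lay in Hsp90b1, on the minus strand of chromosome 10 from 86691502 to 86691753 (mm10). Its fold enrichment was 103 and 104 in the Flag-MBD5 libraries and 125 and 108 in the Flag-MBD6 libraries. A second Hsp90b1 site, from 86698204 to 86698636, had 94.1 and 84.6 for Flag-MBD5 and 101 and 109 for Flag-MBD6, and its 5′ end was in coding exon 6 of 18, where the transcript reads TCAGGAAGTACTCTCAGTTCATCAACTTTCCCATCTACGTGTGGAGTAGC. The Flag-MBD6 region there ended at 86698442, so this sequence lay at the 5′ end of the Flag-MBD5 region. The best sites found in all 4 libraries also included Gm9892 on chromosome 8, Trap1a on chromosome X and Nrd1 on chromosome 4. Gm9892 is a processed pseudogene, whose reads can also match other genes. The Nrd1 site, from 109013573 to 109013954 on the plus strand, began in coding exon 2 of 31 with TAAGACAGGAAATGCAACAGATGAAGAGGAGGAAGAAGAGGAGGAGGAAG. Its fold enrichment was 69.3 and 64.4 for Flag-MBD5 and 108 and 114 for Flag-MBD6, while its summit held 89, 91, 173 and 191 reads. Fold enrichment rises with depth at a low background, so differences in it between the proteins need not be differences in strength at equal depth.

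The best Flag-MBD5 sites further included Sptbn1, on the minus strand of chromosome 11 from 30135816 to 30136115, and Hsp90aa1, on the minus strand of chromosome 12 from 110693935 to 110694333. The fold enrichment at Sptbn1 was 120 and 101 for Flag-MBD5 and 32.4 and 29.5 for Flag-MBD6, while the summit held 149, 143, 142 and 157 reads. At Hsp90aa1 it was 99.8 and 76.6 for Flag-MBD5 and 77.1 and 80.6 for Flag-MBD6. The best Flag-MBD6 sites further included Eif3a, on the minus strand of chromosome 19 from 60772593 to 60773038, and Srek1, on the minus strand of chromosome 13 from 103752306 to 103752683. At Srek1 the fold enrichment was 108 and 107 for Flag-MBD6 and 27.9 and 42.7 for Flag-MBD5. The summit there held 163 and 170 reads for Flag-MBD6 and 34 and 53 for Flag-MBD5, not scaled to depth.

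Of the 13 genes looked up, Tet2 had 2 and 3 peaks in the Flag-MBD5 libraries and 5 and 4 in the Flag-MBD6 libraries. Asxl1 had 1 and 1, against 5 and 5, and Malat1 had 4 and 4, against 10 and 9. Nsun2 had 4, 3, 4 and 5 peaks and Pspc1 3, 3, 4 and 3 in the same order of libraries. Bap1, Rn7sk, Rmrp and Rpph1 had 1 peak in each library. Mbd5 had 2, 1, 1 and 2 peaks, and Mbd6 had 0, 0, 0 and 1. Neat1 had 0 peaks in the Flag-MBD5 libraries and 1 in each Flag-MBD6 library, and Xist had 0 in all 4 libraries. A gene without a peak is one where none passed the threshold at this depth. Counts of peaks per gene rise with depth and were not tested.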

Additional observations from a re-analysis of the deposited data

How the results depend on the processing

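The alternatives were chosen before the data were examined, except random exonic placement in the same gene and the class at 15 nt from the 5′ end, which were chosen after the results were seen. Apart from the fits that left out a library and the block by replicate number, 119 of 127 recomputed values counted as kept. Tested overlap shares counted as kept by direction and p value alone. Their permutation p was 1e-04, the smallest possible, in every setting, so this count does not show that the shares were stable. The MBD5 share of 75.6%, the MBD6 share of 66.7% and the gene share of 83.7% counted as kept. Untested differences between the proteins were judged by the rule stated for them. The range allowed for counts was wide: 11204 MBD6 regions, against 7484, counted as kept. The 8 others are given next.

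With equal numbers of peaks per library, the peak ratio was 1 and the MBD6 regions fell to 4490, both from the construction of that setting. In that setting the intron difference changed sign to −0.373 percentage points, the coding-sequence difference rose to 3.08 points, and the Jaccard difference fell to 0.139. With the summit as position, the coding-sequence difference changed sign to −0.637 points. With a reciprocal overlap of 50%, the Jaccard difference, counted in peaks instead of bases, was 0.189. The cause of the class and Jaccard changes was not tested, though unlike numbers of covered bases add to the main Jaccard difference. The union of both replicates gave 6684 MBD5 regions, as it keeps peaks of a single library. It also gave 11204 MBD6 regions, 3345 MBD5 genes and 5100 MBD6 genes, which counted as kept.

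Across the 4 fits that each left out 1 library, the share of MBD5 regions overlapped by MBD6 ranged from 81.0% to 93.5%, the share of MBD6 regions overlapped by MBD5 from 38.9% to 57.5%, and the share of MBD5 genes among MBD6 genes from 88.4% to 96.4%. The intron difference ranged from 0.958 to 2.23 points, the coding-sequence difference from 0.140 to 0.881, the 5′ UTR difference from 0.0274 to 0.218, the 3′ UTR difference from −0.528 to −0.154, the non-coding exon difference from −1.61 to −1.39 and the intergenic difference from −0.465 to −0.305. For the overlap shares, leaving out a library makes all its partner's peaks count as regions, so these fits change the rule as well as the data. Replicate numbers did not pair the libraries: the mean Jaccard index between proteins was 0.436 for the same and for other numbers. With a block by replicate number, the peak ratio was 1.75 and the class differences were unchanged, which follows from averaging equal numbers of libraries. The overlap shares may depend on depth, which differed 2.14-fold between the proteins, and they were not recomputed at equal depth. The planned comparison of masked repeats, GC and CpG in genomic sequence and all its alternatives were not run.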

Other observations

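All tests in this part were chosen after the results were seen. No control immunoprecipitation without a Flag-tagged protein was analysed here, so the part of the shared peaks that any immunoprecipitation in these cells would give was not tested.

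The Flag-MBD6 libraries had more peaks than the Flag-MBD5 libraries, and depth is a candidate explanation for the larger part of this excess. The chance of a peak being called again was measured between the replicates of one protein by its summit reads, scaled to the depth of the library searched, and applied to the other protein. Of Flag-MBD6 peaks with at least 7 scaled reads, which were 70.8% of them, 62.0% were called in a Flag-MBD5 library, where 66.3% were predicted from depth. With at least 20 scaled reads the shares were 95.3% and 95.8%. Whether depth accounts for the remaining −4.38 percentage points cannot be told apart from other causes. The prediction rests on replicates that varied less than sampling noise, so weak peaks in separate samples may fall short of it for reasons other than depth. The strong peaks fell short by little.

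Some Flag-MBD5 peaks were missing from the deeper Flag-MBD6 libraries. The share called was 85.7% and the predicted share 94.3%, a difference of −8.62 points, and it was −8.51 points for peaks with at least 20 scaled reads. A Flag-MBD5 peak with 20 scaled reads has fewer reads of its own, nearer the limit of calling. Chance may decide which peaks are called there, which was not tested. The mean difference was −4.02 points for peaks with at least 20 reads of their own and −0.295 points with at least 40. For weak peaks, depth therefore cannot be told apart from other causes. At 1680 sites with at least 20 summit reads in both Flag-MBD5 libraries, 24 had no peak in either Flag-MBD6 library. Depth argues in the other direction at these 24 sites, since the Flag-MBD6 libraries were deeper. How many such sites chance in calling would leave was not computed. Of 3537 MBD5 regions with at least 20 scaled reads in both libraries, 113 were absent from both Flag-MBD6 libraries, and 7 of them lay in Hspg2, a gene singled out after its values were seen. Hspg2 had 11 and 15 peaks in the Flag-MBD5 libraries and 4 and 3 in the Flag-MBD6 libraries. In the other direction, 1343 MBD6 regions had at least 20 scaled reads in both libraries. Of these 1343 regions, 24 were absent from both Flag-MBD5 libraries, which is 1.79%, against 3.19% for the MBD5 regions. The 2 shares are not at like strength, since 20 scaled reads are fewer own reads for Flag-MBD5 than for Flag-MBD6. The cutoff kept 3537 of 4019 MBD5 regions but 1343 of 7484 MBD6 regions. Binding by the protein, RNA levels of the different cell lines, variation between separate samples and library preparation stay open, since inputs were not analysed here.

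The same sites also differed in strength between the proteins. The smallest chi-square per degree of freedom between libraries of different proteins was 3.73. This argues against sampling noise alone and leaves open ordinary variation between separate samples. The highest summit held 598 and 609 reads for Flag-MBD5 and 606 and 630 for Flag-MBD6, although depth differed 2.14-fold. Limits on identical reads may thus hold back counts at some sites more than at others, which could raise this value and was not tested. Digestion or library batch could also play a part. At sites found in all 4 libraries, the base before the 5′ end was C in a mean of 14.3% of Flag-MBD5 peaks and 21.6% of Flag-MBD6 peaks, a difference of 7.29 points at the same sites. The base was A or U in 5.79% and 5.61% of Flag-MBD5 peaks and in 8.57% and 7.58% of Flag-MBD6 peaks at these sites. Digestion or library batch cannot be told apart from the protein or from depth. Depth differed with the protein, and no digestion or library batch is given for the libraries. The 5′ end of a peak is set by its outermost read, and whether more reads move it to other bases was not tested.

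The replicates of each protein may be the same RNA or library measured more than once, since the chi-square per degree of freedom of 0.495 between the Flag-MBD5 libraries was below that of independent sampling. Collapsing and limiting identical reads may also lower the variation at strong sites, which was not tested. The highest summit held 598 to 630 reads in libraries of unlike depth, so the strongest counts did not rise in proportion to depth. Whether this accounts for the low values was not computed, and these explanations cannot be told apart here.

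Peaks with an intronic midpoint may mostly come from the extension of short reads past exon ends. In Flag-MBD5 the intron share fell from 22.5% at the midpoint to 1.12% near the 5′ end, and in Flag-MBD6 from 24.1% to 2.71%. The test could have come out otherwise, as reads from unspliced RNA would be intronic at both positions.

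The G before 71.9% or more of the 5′ ends in each library is consistent with RNase T1 cleavage. The bases at the 5′ cut and the transcript region were not the whole source of the A-rich sequence. Against random positions with the same bases at the 5′ end in the same region, the excess of A was at least 7.58 points in each library. Selection at the 3′ end of fragments, ligation preference and the removal of reads with many matches were not tested, and binding preference stays open as a hypothesis.

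Few 5′ ends lay in 3′ UTRs, a mean of 2.05% against 30.3% of random positions. Weighting random windows to the A and U content of the peaks lowered the share to 17.2%, which argues against A and U content as the whole cause. Other features of base composition were not weighted. Within 200 nt of the stop codon, in transcripts with at least 400 nt on both sides, a mean of 11.3% of the 5′ ends lay after it, which argues against 3′ UTRs that are shorter in these cells than annotated as the whole cause. Fragments protected by ribosomes could contribute. No reading frame differed from matched random positions by more than 1.90 points, but RNase T1 sets the ends by sequence, so fragments protected by ribosomes cannot be told apart from other coding-sequence fragments.

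Peaks on processed pseudogenes are likely to include reads from protein-coding genes. A mean of 82.1% of these peaks began with 25 nt found in a protein-coding transcript, against 57.7% of random positions on the same pseudogenes. No biological explanation was tested for these peaks.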
